A study of Mus musculus with 4 samples. Its data were reported in "Cnot3 is required for male germ cell development and spermatogonial stem cell maintenance" (2025).

How the data were processed

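The 4 labelled samples, 2 control and 2 Cnot3-cKO, come from testes of mice at postnatal day 8, sorted by CD9 and THY1 and run on a droplet platform that tags the 3′ ends of transcripts. The deposited values are raw UMI counts per gene and barcode, made by the authors with Cell Ranger (version 3.0.1 per the file headers) and the Ensembl 93 annotation. The settings of the aligner are not given in the sources used here. Cells had not been called in the matrices, which list every barcode of the kit. Each of the 2 matrices merges both samples of a genotype, and the study's methods describe runs on NextSeq and NovaSeq instruments, so neither samples nor runs could be separated. Groups were taken from the genotype given for each sample.

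Cells were called by the order-of-magnitude rule of Cell Ranger with 3000 expected cells, which kept barcodes with at least the 99th percentile of the top barcodes divided by 10. The thresholds were 7976.8 UMIs in control and 7664.4 in Cnot3-cKO. The filters stated in the study followed. Cells over 10% mitochondrial UMIs were left out, 2303 in control and 2924 in Cnot3-cKO, which left 6038 and 6412. Cells whose UMIs or genes lay beyond the mean plus or minus 2 SD of their library were then left out. The upper bounds were 41983 UMIs and 6719.8 genes in control, and 38066 UMIs and 6326 genes in Cnot3-cKO, and 423 and 377 cells exceeded one of them. Below the lower bound on genes lay 0 control cells and 1 Cnot3-cKO cell. The stated set was thus 5615 and 6034 cells. Both numbers are above the cell numbers the study reports. How the study called cells before its filters is not stated, and the cause of the difference was not tested. Scrublet, run through scanpy on each library, called 486 control cells (5.83%) and 459 Cnot3-cKO cells (4.92%) doublets. The study states that its bounds served to remove dead cells and doublets and names no doublet caller, so these cells stayed in and were left out in an alternative. Barcodes of at most 100 UMIs, 2496289 in control and 2091366 in Cnot3-cKO, gave the empty-barcode profile of free RNA, from 6898140 and 7256716 UMIs.

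Counts were normalised to 10000 per cell and log-transformed. Cells of both libraries were clustered together on 2500 variable genes, 30 principal components, 15 nearest neighbours and Leiden clustering at resolution 0.5. Clusters were named from marker lists fixed before the data were examined, as were the groups, the gene lists, the rule for named genes, the tests and 80 of the alternatives. The class lists were Germ, Sertoli, Leydig, Peritubular myoid, Stroma, Endothelial, Macrophage, T cell and Erythroid, and myoid and stromal clusters were counted together as interstitial. A cluster took the list with the highest level relative to the other clusters. It needed at least 3 markers each seen in at least 10% of its cells and raised at least 2-fold over the 25th percentile of the clusters, with no list of another kind of cell holding more of its top 10 genes, where myoid and stroma count as 1 kind. This scoring was settled after the data were seen. Other clusters stayed unnamed. Germ-like cells were clustered again in the same way without mitochondrial genes, 95 cell-cycle genes, the subset markers and the genes compared between genotypes, and named from SSC, Progenitor, Differentiating and Meiotic lists.

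UMIs of the germ-like cells were summed per library and given per 1000000 UMIs (CPM) with exact Poisson intervals. The log2 ratio of Cnot3-cKO over control has an exact conditional interval, and shares have exact Clopper-Pearson intervals, at 95%. A value of 0 was read as allowing up to 3 counts. These intervals cover counting error only. The interval of the median over all genes instead treats genes as independent draws and does not measure counting error. With 1 library per genotype, no p-value, standard error or count of changed genes was computed. Fixed lists were the glutathione genes, CCR4-NOT subunits, p53 targets and cell-cycle genes, together with the subset and Sertoli markers. Each list's median was placed among 10000 random lists of as many genes matched in 20 bins of expression, as a description of these libraries, with an interval from 1000 Poisson resamples. Genes with 0 UMIs in a library, or too few in both, had no ratio and were left out of the medians. All genes with at least 100 UMIs over both libraries were summarised by quantiles. Besides the fixed lists, the text names the 8 genes with the highest lower limit and the 8 with the lowest upper limit of the interval. Other genes named in the closing parts were chosen after their values were seen. Shares of cells with a UMI were computed after thinning each cell to 10000 UMIs. Free RNA in germ-like cells was estimated from Sertoli markers against the empty-barcode profile.

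Positions are those of GRCm38 from the GENCODE M21 annotation, matched by gene identifier. Of the 30828 identifiers, 93.3% matched with their version and 99.8% without it. The step that gives ratios, intervals and list percentiles was tested on simulated data for the comparison of all genes in germ cells. It covered 7974 genes, of which 196 had a set change. Counts were drawn with Poisson noise alone, as the intervals assume. The test therefore checks the computation and not variation between cells, animals or libraries. Intervals covered the true value for 95.4% of genes, 98.0% of the changed genes had the right direction, and 99.2% of the 132 genes changed at least 2-fold had an interval off 0. A list of raised genes came out at percentile 100 and a list of unchanged genes at 76.7. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.

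Alternatives covered cell calling (all barcodes of at least 1000 UMIs, or those of at least 500 UMIs that depart from the empty-barcode profile), mitochondrial limits of 5% and 20%, no upper bound, doublets left out, resolutions of 0.3 and 1.0, and germ cells defined by at least 2 UMIs of *Ddx4* and *Dazl*. They also covered thinning and library centring before the germ clustering, genes kept in that clustering, other normalisations, subtraction of free RNA, each germ cluster alone, gene minimums of 30 and 300 UMIs, and shorter lists. Combinations of a 20% mitochondrial limit with no upper bound, alone, with doublets left out or with library centring, were chosen after seeing the data. So was leaving out germ clusters whose top 10 genes hold more markers of a somatic list than of any subset list, in the stated and the wider set. Of the study's other measurements, the bulk RNA sequencing, the cultured cells and the published datasets it merged in were not used here.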

Results

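Testis cells of mice at postnatal day 8 were measured by droplet single-cell RNA sequencing, in which each captured RNA molecule is counted as 1 unique molecular identifier (UMI) for a gene and a droplet barcode. In the Cnot3-cKO mice, both copies of *Cnot3* carried target sites for Cre recombinase, and a form of Cre that acts only after 4-hydroxytamoxifen was made from the germ cell gene *Ddx4*. Injections began at postnatal day 1. The study describes its neonatal controls as littermates with the same target sites, while the labels give the control genotype as wild-type. Cells had been sorted by the surface proteins CD9 and THY1, which enrich spermatogonia, so every share of cells given here was set in part by that sort. The labels give 4 samples, 2 of control and 2 of Cnot3-cKO mice. Each genotype has 1 matrix in which both of its samples are merged, with no record of which barcode came from which sample. The sample titles of a genotype differ only in the prefixes NS and NOV, which may stand for the NextSeq and NovaSeq instruments. Whether the samples of a genotype are separate suspensions or sequencing runs of 1 library could not be settled. The comparison is therefore between 1 control library and 1 Cnot3-cKO library. It has no replicates, no difference has a replicate check, and no test between genotypes was made. Intervals are 95% intervals and cover counting error only, except that of the median over all genes.

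The control matrix held 181550221 UMIs over 2549530 barcodes with at least 1 UMI, and the Cnot3-cKO matrix held 168770743 UMIs over 2132736 such barcodes. Both list 6794880 barcodes and 30828 genes. Cell calling gave 8341 control and 9336 Cnot3-cKO barcodes, which held 89.7% and 89.0% of the UMIs. The filters stated in the study then left 5615 control and 6034 Cnot3-cKO cells. Median depth was 14183 UMIs and 3910 genes per cell in control, and 13215 UMIs and 3772 genes in Cnot3-cKO. These are called the stated set below. A wider set, chosen after the germ cells had been found to be deep, admitted mitochondrial shares up to 20% and had no upper bound on UMIs or genes. It held 8259 control and 9267 Cnot3-cKO cells.

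The first question was whether the targeted transcript fell in germ cells. *Cnot3* (ENSMUSG00000035632.16, chromosome 7, 3645268 to 3661109, plus strand, GRCm38, protein coding) had 492 UMIs in control germ-like cells and 58 in Cnot3-cKO germ-like cells. That is 69.4 counts per 1000000 UMIs (CPM; 63.4 to 75.8) against 38.9 (29.6 to 50.3), a log2 ratio of Cnot3-cKO over control of -0.83 (-1.25 to -0.44). In the wider set the ratio was -0.85, and no setting recomputed for it moved it out of its interval. Within single germ clusters of the stated set it ran from -1.10 to -0.45, or from -1.46 to -0.0063 when libraries were centred before clustering, on few UMIs per cluster. Single clusters of the wider set, formed without centring, ran from -1.37 to -0.37. In Sertoli-like cells, where the Cre was not meant to act, *Cnot3* stood at 64.5 CPM in control and 67.2 in Cnot3-cKO, and in interstitial cells at 45.4 and 45.0. Empty barcodes held 47.5 and 43.3 CPM. Free RNA made up an estimated 4.21% of the UMIs of control germ-like cells and 4.63% of those of Cnot3-cKO, so it gave a small part of these counts. After thinning each cell to 10000 UMIs, 48.7% of 230 control germ-like cells and 36.5% of 63 Cnot3-cKO germ-like cells had a *Cnot3* UMI. Sertoli-like cells gave 47.0% and 48.7%. Unthinned, the germ shares were 81.3% and 53.5%, at median depths of 31950 and 20265 UMIs, while the Sertoli medians were 13827 and 13300. Thinning left out 11 control and 8 Cnot3-cKO germ-like cells, and 84 and 154 Sertoli-like cells. The tags lie at the 3′ end of transcripts and may fall outside the deleted part, in which case a truncated transcript would still be counted and the value would check nothing.

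The next comparison asked how many germ cells each library held. Germ-like cells made up 4.29% of control cells (241 of 5615; 3.78 to 4.86) and 1.18% of Cnot3-cKO cells (71 of 6034; 0.920 to 1.48) in this CD9/THY1-sorted material. The share moved most in the wider set, to 16.1% (15.4 to 17.0; 1333 cells) and 6.03% (5.56 to 6.54; 559 cells), and it was lower in Cnot3-cKO under every alternative that named germ cells. Sertoli-like cells were 24.9% and 28.6% in the stated set, interstitial cells 65.4% and 64.5%, endothelial-like cells 0.588% and 0.613%, and immune cells, all in a macrophage-like cluster, 0.873% and 1.01%. The Leydig, T cell and erythroid lists named no cluster. The wider set gave 34.9% and 47.1% Sertoli-like cells and 44.8% and 42.4% interstitial cells. Clusters left unnamed held 3.90% of control and 4.08% of Cnot3-cKO cells. Most of these were in a cluster of 444 cells with Sertoli and stromal genes together. An interstitial cluster with myoid and stromal genes together in the lead had 8 control and 94 Cnot3-cKO cells. With 1 library per group, a cluster mostly of 1 library may be that library and not a type.

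**Figure D1:**
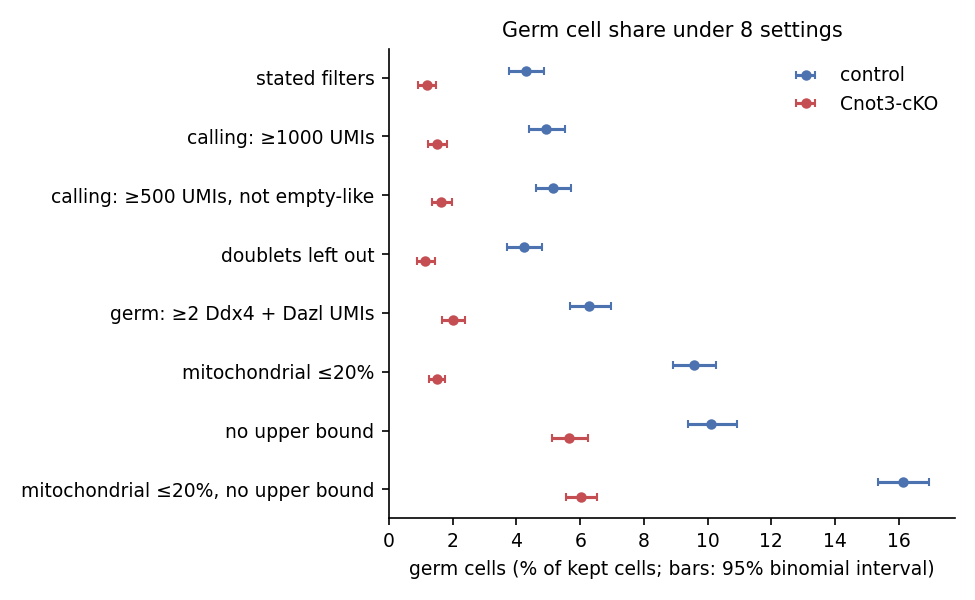
Germ-like cells as a percentage of kept cells (horizontal axis) in the control and Cnot3-cKO libraries under 8 settings (vertical axis), with 95% binomial intervals. The share runs from 4.23% and 1.13% with doublets left out of the stated set to 16.1% and 6.03% in the wider set, with Cnot3-cKO below control in each.

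The stated filters acted on germ cells far more than on other cells. Of the called barcodes with at least 10 UMIs of *Ddx4* and *Dazl* together, 1350 in control and 564 in Cnot3-cKO, the filters removed 82.5% (80.4 to 84.5) and 88.5% (85.5 to 91.0). In control 357 of these were over the mitochondrial limit only, 377 over an upper bound only and 380 over both. In Cnot3-cKO the numbers were 75, 291 and 133. In the germ-like clusters of the wider set, 56.2% of control and 75.5% of Cnot3-cKO cells lay above an upper bound, against 0.780% and 1.11% of other cells. Median depth of the germ-like cells was 42268 and 46199 UMIs in the wider set. Germ-like values of the stated set thus come from a shallower minority of the germ cells, and most are given beside that of the wider set.

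**Figure D2:**
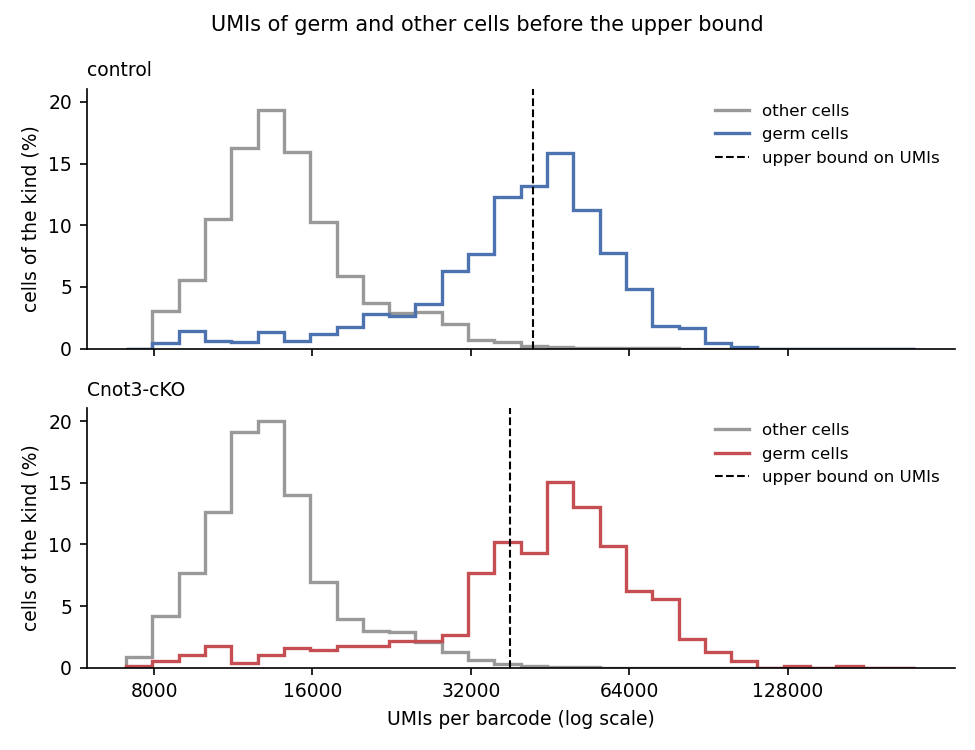
Distribution of UMIs per barcode (horizontal axis, log scale) for germ-like and other cells of the wider set, as a percentage of each kind of cell (vertical axis), with a panel per library and a dashed line at the upper bound of the stated filter. Germ-like cells have medians of 42268 and 46199 UMIs and lie largely at or beyond the bounds of 41983 and 38066.

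Germ-like cells were clustered again, without the subset markers or cell-cycle genes, to ask which stages were present. In the stated set, clusters 1 and 3 were SSC-like (spermatogonial stem cell-like), clusters 0 and 4 were Differentiating-like, and cluster 2, with Progenitor markers but also stromal genes in the lead, stayed unnamed. SSC-like cells were 28.2% of control germ-like cells (68 of 241; 22.6 to 34.4) and 47.9% of Cnot3-cKO germ-like cells (34 of 71; 35.9 to 60.1). Differentiating-like cells were 49.0% (42.5 to 55.5) and 31.0% (20.5 to 43.1), and the unnamed cluster held 22.8% and 21.1%. No cluster was Progenitor-like or Meiotic-like. All of these are shares of germ-like cells, which were themselves a smaller part of the Cnot3-cKO library. The SSC-like share moved most in control when the resolution of the clustering was lowered, to 51.0% and 69.0%. In the wider set SSC-like cells were 6.45% and 47.0%, Progenitor-like cells 10.4% and 1.43%, Differentiating-like cells 31.7% and 22.9%, and unnamed cells 51.5% and 28.6%. Of the unnamed clusters, cluster 6 (122 control and 49 Cnot3-cKO cells) was led by stromal genes and cluster 7 (91 and 46 cells) by Sertoli genes, so the germ values of the wider set include cells with much somatic RNA. There, 263 of the SSC-like cells came from Cnot3-cKO and 86 from control, while an unnamed cluster held 325 control and 24 Cnot3-cKO cells, so these clusters divided partly by library. When each gene was centred within its library, the SSC-like shares became 13.0% and 17.5% and the Progenitor-like shares 10.8% and 2.504%. The names were rebuilt here from fixed markers, without the published datasets the study had merged in, which may explain differences from its clusters.

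Subset genes compared by the study were then measured over all germ-like cells. *Gfra1* (ENSMUSG00000025089.15, chromosome 19, 58235604 to 58455909), a stem cell marker, stood at 27.2 CPM in control and 45.6 in Cnot3-cKO, a log2 ratio of 0.75 (0.32 to 1.15). *Lhx1* (ENSMUSG00000018698.15, chromosome 11, 84518284 to 84525535), another stem cell marker, stood at 17.5 and 20.8, and its ratio of 0.25 (-0.37 to 0.83) was within counting error. *Zbtb16* (ENSMUSG00000066687.5, chromosome 9, 48654297 to 48836222), which marks undifferentiated spermatogonia, was at 89.6 and 90.6, a ratio of 0.02 (-0.26 to 0.29). The progenitor gene *Neurog3* (ENSMUSG00000044312.4, chromosome 10, 62133090 to 62134763) had 51 UMIs in control and 2 in Cnot3-cKO, a ratio of -2.42 with a wide interval (-5.51 to -0.50). *Ddit4* (ENSMUSG00000020108.4, chromosome 10, 59949669 to 59951834), also used as a progenitor gene, was higher, at 17.1 and 37.6 CPM (1.14; 0.65 to 1.61). The wider set changed several of these. Its ratios were 1.21 for *Gfra1*, 0.88 for *Lhx1* and -2.10 for *Neurog3*, but -0.47 for *Zbtb16* and -0.22 for *Ddit4*. Of these genes *Ddit4* moved most, and it changed sign, as did *Zbtb16* from a value near 0.

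Among the other stage genes, the stated and wider sets gave 0.28 and 0.81 for *Etv5*, 0.49 and 1.26 for *Id4*, 0.17 and -0.51 for *Sox3*, and 0.35 and -0.20 for *Meioc*. *Stra8*, at 157 and 99.3 CPM in the stated set, gave -0.66 and -0.68, and *Kit*, at 59.0 and 43.0, gave -0.46 and -0.37. The germ cell genes *Dazl* gave -0.16 and -0.07, and *Ddx4* gave 0.18 and 0.30. The sort marker *Cd9* was at 115 and 134 CPM in germ-like cells and at 114 and 108 in Sertoli-like cells. *Thy1* had 7 and 1 UMIs in germ-like cells of the stated set, too few to compare. In the wider set it had 40 and 48 UMIs, a ratio of 1.39 (0.76 to 2.03). Over the fixed marker lists, the median log2 ratio in the stated set was 0.28 for the SSC list (percentile 90.3 among 10000 random lists of like expression), 0.10 (-0.26 to 0.48) for the Progenitor list (62.1) and -0.46 for the Differentiating list (0.14). The wider set gave 0.81 (100), -0.59 (0) and -0.37 (0.260). The Progenitor list was therefore not separated from 0 in the stated set and lower in the wider set.

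**Figure D3:**
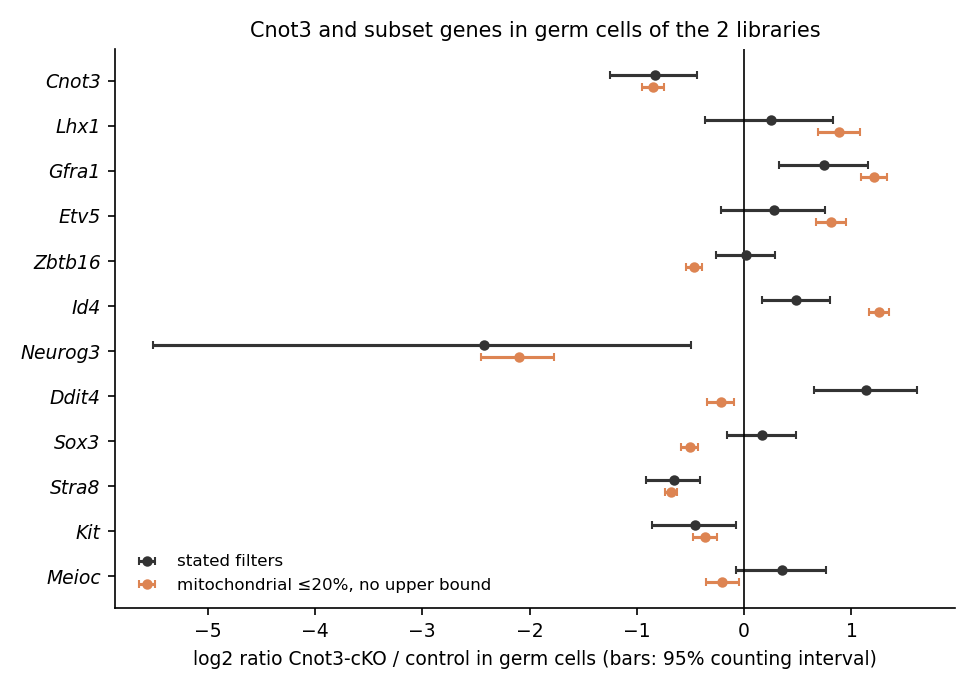
Log2 ratio of Cnot3-cKO over control in germ-like cells (horizontal axis) for *Cnot3* and the subset genes (vertical axis), in the stated and the wider set, with 95% counting intervals. *Cnot3* is at -0.83 and -0.85, and *Zbtb16*, *Ddit4*, *Sox3* and *Meioc* lie on different sides of 0 in the 2 sets.

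The share of germ-like cells with a UMI was compared at 10000 UMIs per cell, with the unthinned shares after it. *Gfra1* was seen in 16.1% of control and 25.4% of Cnot3-cKO cells (28.6% and 42.3% unthinned), against 0.0760% and 0.0637% of Sertoli-like cells. *Lhx1* was seen in 7.83% and 12.7% (11.6% and 16.9%), and in 0 of 1316 and 0 of 1571 Sertoli-like cells, which allows up to 0.280% and 0.235%. *Zbtb16* was seen in 54.3% and 46.0% (72.2% and 70.4%), against 0.456% and 0.318%. *Neurog3* was seen in 4.35% and 3.17% (13.7% and 2.82%), and in none of those Sertoli-like cells. *Ddit4* was seen in 13.0% and 30.2% (24.9% and 35.2%), but in 41.0% and 45.2% of Sertoli-like cells, so no background could be set for it and its germ share is not read as expression. Depths and numbers left out are those given for *Cnot3*. In the wider set, over 1308 control and 549 Cnot3-cKO cells at that depth, the shares were 14.4% and 28.8% for *Gfra1*, 5.05% and 10.02% for *Lhx1*, 55.0% and 50.3% for *Zbtb16*, and 8.49% and 3.46% for *Neurog3*. *Ddit4* was at 20.2% and 19.5% there. Unthinned, the wider shares were 31.3% and 53.7%, 9.30% and 19.3%, 86.05% and 81.2%, 25.8% and 8.59%, and 39.2% and 44.9% in the same order. Median depths there were 42268 and 46199 UMIs, and 13288 and 12762 in Sertoli-like cells. Of the first 4 genes, *Zbtb16* had the highest thinned shares in Sertoli-like cells of the wider set, 0.534% and 0.257%.

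The study measured a set of glutathione pathway genes in other sorted cells, which were not used here, and the same genes were examined in these libraries. Their median log2 ratio in germ-like cells was 0.83 (0.60 to 1.04; percentile 100) over 8 of the 10 genes. Leaving out the upper bound moved it most, to 0.27, and subtracting the empty-barcode profile moved it up to 1.25. In the wider set it was 0.38 (0.28 to 0.50; percentile 99.9) over 9 genes, and 0.73 there when the germ clusters led by stromal or Sertoli genes were left out. The near-identical genes *Gstm1*, *Gstm2*, *Gstm6* and *Gstm7* lie together on chromosome 3 between 107926334 and 108017973, and reads may be shared among them, so their values are uncertain. *Gstm1* stood at 44.7 CPM in control and 72.5 in Cnot3-cKO germ-like cells, *Gstm2* at 23.0 and 37.6, *Gstm6* at 17.9 and 38.9, and *Gstm7* at 4.51 and 8.73. *Gclc* (ENSMUSG00000032350.9, chromosome 9, 77754535 to 77794485) was at 111 and 164 (log2 ratio 0.56), *Gsta4* at 77.9 and 101 (0.37), *Mgst1* at 5.64 and 18.1 (1.68), and *Mt1* (ENSMUSG00000031765.8, chromosome 8, 94179082 to 94180327) at 811 and 1687 (1.06). *Ptges*, with 9 and 0 UMIs, and *Xdh*, with 0 and 1, could not be compared at this depth.

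Most of these genes had far more RNA in Sertoli-like cells. There *Gstm1* was at 2626 and 2532 CPM, *Gstm2* at 2295 and 2113, *Gstm6* at 1156 and 1042, *Gstm7* at 370.4 and 376, *Gsta4* at 507 and 469.8, *Mgst1* at 499.9 and 523, and *Ptges* at 29.5 and 29.6. *Gclc*, at 19.6 and 20.3, and *Mt1*, at 104 and 127, were lower in Sertoli-like than in germ-like cells. Empty barcodes held *Gstm1* at 657 and 1053 CPM. The fixed Sertoli marker list was itself higher in Cnot3-cKO germ-like cells, with a median log2 ratio of 0.87 (percentile 99.98) in the stated set and 0.33 (99.4) in the wider set. In the wider set *Gclc* gave 0.74, *Gsta4* 0.74, *Mt1* 0.95 and *Mgst1* 0.59, while *Gstm1*, *Gstm2*, *Gstm6* and *Gstm7* gave 0.19, 0.22, 0.38 and 0.16, and *Ptges* gave -0.07.

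**Figure D4:**
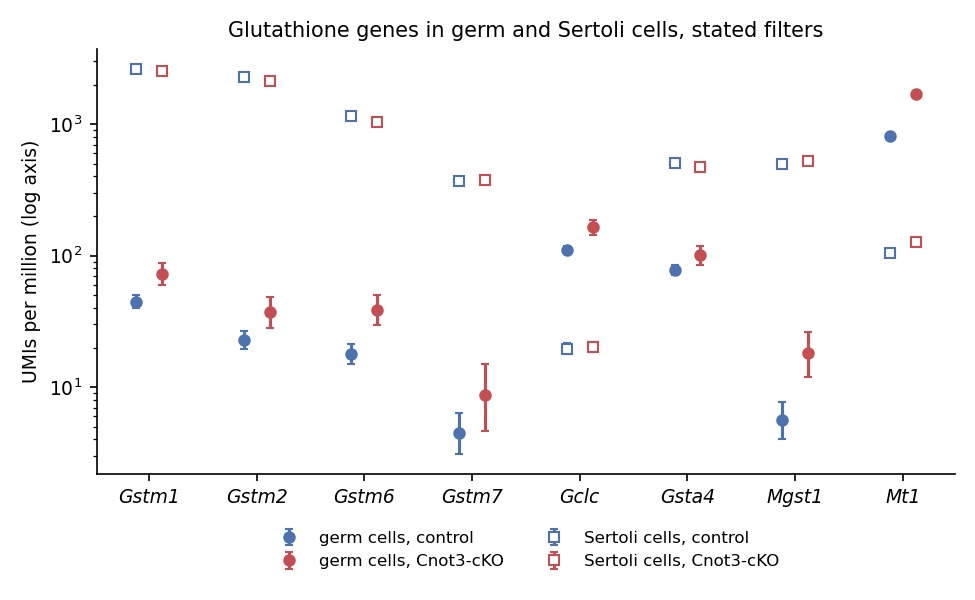
Glutathione genes in germ-like and Sertoli-like cells of both libraries under the stated filters, in CPM on a log axis (vertical), with 95% Poisson intervals. *Gclc* and *Mt1* are higher in germ-like cells, and the other genes shown are higher in Sertoli-like cells, *Gstm1* by 2626 against 44.7 in control.

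Other fixed lists bear on the target complex, cell death and proliferation. CCR4-NOT subunits had a median log2 ratio of -0.00 (-0.11 to 0.18; percentile 39.6) over 11 genes, and of -0.06 in the wider set (19.8). Apart from *Cnot3*, the ratios in the stated and wider sets were 0.65 and 0.35 for *Cnot2*, -0.26 and -0.30 for *Cnot6*, 0.27 and 0.37 for *Cnot11*, and -0.09 and -0.25 for *Cnot4*. *Cnot1*, *Cnot6l*, *Cnot7*, *Cnot8*, *Cnot9* and *Cnot10* lay between -0.13 and 0.20 in the stated set. The p53 targets had a median of 0.24 (0.12 to 0.63; percentile 90.6), with all 12 genes above 0, and of 0.45 (percentile 100) in the wider set, with 11 above 0. *Cdkn1a* (ENSMUSG00000023067.13, chromosome 17, 29090976 to 29100727) was at 9.59 and 37.6 CPM, a ratio of 1.97 and of 2.21 in the wider set. The 2 sets gave 2.03 and 1.42 for *Eda2r*, 1.79 and 1.18 for *Bbc3*, and 0.78 and 1.26 for *Ccng1*. *Eda2r* rested on 7 and 6 UMIs in the stated set. *Bax*, *Mdm2* and *Aen* were at 0.04, 0.10 and 0.16. Of the 12 targets, 4 had an interval above 0 in the stated set and 8 in the wider set. Taking as germ any cell with at least 2 UMIs of *Ddx4* and *Dazl* brought the median of the p53 targets near 0. *Cdkn1a* was seen in 8.70% of control and 31.7% of Cnot3-cKO germ-like cells at equal depth (18.3% and 36.6% unthinned), against 1.75% and 0.764% of Sertoli-like cells. Cell-cycle genes had a median of 0.34 (0.23 to 0.47; percentile 99.9) and of 0.50 in the wider set. All 8 were higher in both, among them *Ccnb1* (0.95 and 1.08 in the 2 sets), *Ccna2* (0.52 and 0.80) and *Top2a* (0.56 and 0.62).

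Over the 8022 genes with at least 100 UMIs in germ-like cells of the stated set, the median log2 ratio was 0.02 (0.01 to 0.03), and the 5th and 95th percentiles were -0.56 and 0.62. The interval of that median treats genes as independent draws and does not measure counting error. Of these genes, 52.8% were higher in Cnot3-cKO. These values rest on 7087557 control and 1489696 Cnot3-cKO UMIs. The wider set, with 56646539 and 25905096 UMIs, gave 13295 genes with percentiles of -0.50 and 0.67 around a median of 0.02. By the fixed rule on interval limits, the genes named as higher were *Olfr889* (3.25), *RP23-167L1.7* (2.21), *Olfr655* (2.02), *Exosc2* (1.74), *Cdkn1a* (1.97), *Fos* (1.85), *Nefm* (1.67) and *Lepr* (1.67). *Olfr889* (ENSMUSG00000096356.3, chromosome 9, 38115198 to 38121245) rose from 5.78 to 55.0 CPM, and *Exosc2* (ENSMUSG00000039356.15, chromosome 2, 31670715 to 31681349) from 84.2 to 282. The genes named as lower were *Mirt1* (-4.11), *Ube2r2* (-1.25), *Txndc5* (-1.68), *RP23-143D12.2* (-1.998), *Clasrp* (-1.23), *Elovl6* (-1.50), *RP23-265N8.2* (-1.30) and *Fthl17f* (-1.35). *Mirt1* (ENSMUSG00000097636.7, chromosome 19, 53443230 to 53464796, a long noncoding RNA) had 247 and 3 UMIs. *Mirt1* and *RP23-143D12.2* changed sign in the wider set, and *RP23-167L1.7* did so when doublets were left out. The intervals take UMIs as independent, so a gene whose UMIs lie in few cells can rank high by this rule. The same rule applied to the wider set named other genes, with *Cdkn1a* (2.21) and *Nefm* (2.43) as those on both lists. It gave *RP23-9F3.4* (4.62), *Krt18* (2.58), *Esr1* (2.25), *Gsc* (2.40), *Eomes* (2.32) and *Ly6h* (1.99) as higher. As lower it gave *RP23-41J14.2* (-2.35), *Onecut2* (-2.32), *Ly6g6e* (-2.53), *Dqx1* (-2.49), *Neurog3* (-2.10), *Nr2e1* (-2.51), *Rspo1* (-1.92) and *RP23-309M3.4* (-1.98). *Fos* was also higher in Sertoli-like and interstitial cells of the Cnot3-cKO library, and *Clasrp* was lower in both.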

Values the study reported

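The study reported single-cell RNA sequencing of 4027 cells from control testes and 4212 cells from *Cnot3*-cKO testes.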

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

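In this part, the tests of the filters, of broken cells, of the sort, of mixed barcodes and of free RNA in general were chosen after the result was seen. The test of dying cells was not.

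A signal stood outside the cells the comparisons use. The filters stated in the study removed 88.5% (85.5 to 91.0) of the Cnot3-cKO barcodes with at least 10 UMIs of *Ddx4* and *Dazl*, and 82.5% (80.4 to 84.5) of those in control. The removed barcodes were deep, with medians of 45556 UMIs in control and 48128 in Cnot3-cKO against 32242.5 and 20635 in those kept. Scrublet called 15.2% and 13.0% of the removed barcodes doublets. Mixtures of a germ cell and a Sertoli or stromal cell would need 30.02% of the UMIs in control to come from the somatic cell, and 26.8% in Cnot3-cKO. Markers of those cells gave an estimate of 6.36% and 6.51%, which argues against mixtures as the cause for most of these barcodes, though not for some of them. Doublets of 2 germ cells leave no such trace and were not tested by it. Whether the barcodes over the mitochondrial limit are dying germ cells stays open. Their median UMIs relative to germ-like cells within the limit were 0.915 in control and 0.821 in Cnot3-cKO, and other cells gave 0.903 and 0.937, so the loss of RNA was small in control and cannot be told apart from what other cells show there. Germ cells of this age may simply hold more RNA than the somatic cells that set the bound, since 56.2% of control and 75.5% of Cnot3-cKO germ-like cells of the wider set exceeded it against 0.780% and 1.11% of other cells.

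These removals bear on the lower germ share of the Cnot3-cKO library. If the filters were its cause, the share of Cnot3-cKO over that of control would lie near 1 in the wider set, and it was 0.374 (0.338 to 0.413) there, against 0.274 in the stated set. The filters therefore do not account for it. The 2 filters acted in opposite ways: a mitochondrial limit of 20% alone gave germ shares of 9.58% in control and 1.49% in Cnot3-cKO, further apart in ratio, and leaving out the upper bound alone gave 10.1% and 5.66%, closer together. If the germ cells had only broken in the suspension, their RNA would remain in it. Over barcodes of at least 500 UMIs and empty ones of at most 100, germ markers had a ratio of 0.521 (0.516 to 0.525), which argues against breakage in the loaded suspension as the whole cause, though cells lost before loading leave no trace. A difference in dissociation or sort cannot be told apart from the genotype, since each genotype has 1 merged matrix. The other cells differed too. In the wider set Sertoli-like cells were 52.6% (51.5 to 53.7) of Sertoli-like and interstitial cells in Cnot3-cKO and 43.8% in control. In the stated set the difference was smaller, 30.7% (29.5 to 31.9) and 27.6%. Loss of germ cells after deletion of *Cnot3*, which the design names, stays among the open explanations.

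A second signal lay in the empty barcodes, which no comparison uses. In Cnot3-cKO, germ markers were 1.07 times (1.03 to 1.10) as frequent in empty barcodes as in called ones, 605 against 568 counts per 1000000 UMIs (CPM). In control the same ratio was 0.746 (0.726 to 0.766), from 818 against 1098. The log2 shift between libraries was 0.51 for germ markers. A general difference in free RNA would shift other markers alike, and the shift was 0.029 for Sertoli markers and 0.11 for stromal markers, which argues against it. More germ cells that break in Cnot3-cKO, or germ cells that lose RNA, remain possible explanations, and neither these data nor the ratio of 0.521 separates them from a difference in handling between the genotypes.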

How the results depend on the processing

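The settings that combine a 20% mitochondrial limit with no upper bound, and those that leave out germ clusters led by somatic markers, were chosen after the data were seen, and the others before the data were examined. No paired analysis was possible because each matrix merges both samples of its genotype, and for the same reason leaving out a sample in turn was not possible. Values of control precede those of Cnot3-cKO.

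Among the ratios that answer a comparison, 119 of 158 values over 11 results stayed within the counting interval, 17 moved higher, 16 lower and 6 changed sign from a value that counting error separates from 0. Among shares and cell numbers, 50 of 88 values over 8 results stayed within their range, 24 moved higher and 14 lower. For cell numbers that range was a fixed fold band around the reported number, not a counting interval. For single genes and quantiles, 639 of 815 values over 61 results stayed within their interval, 80 moved higher, 80 lower and 16 changed sign. The median and quantiles over all genes were judged against intervals over genes, which do not measure counting error. Taken over all germ-like cells, the *Cnot3* ratio, the *Neurog3* ratio and the CCR4-NOT median stayed within their intervals under each setting that gave a value. Within single germ clusters, which were not a setting for *Cnot3*, its ratio went beyond its interval, to -1.46 and -0.0063 with libraries centred and to -1.37 and -0.37 in the wider set. The germ share was lower in Cnot3-cKO under each such setting. Keeping subset markers or cell-cycle genes in the germ clustering, centring libraries in the stated set, a gene minimum of 30 UMIs and shorter glutathione lists moved no result that answers a comparison. A mitochondrial limit of 5% left 1503 and 1634 cells and no cluster named germ, so it gave no germ value.

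Calling all barcodes of at least 1000 UMIs gave germ shares of 4.94% and 1.504% and a median over all genes of 0.039. Adding barcodes of at least 500 UMIs that depart from the empty profile gave 5.14%, 1.63% and 0.039. Both add shallow cells by construction.

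A mitochondrial limit of 20% gave germ shares of 9.58% and 1.49%, a control Differentiating-like share of 41.0%, and log2 ratios of 0.96 for *Lhx1*, -0.43 for *Zbtb16* and 0.55 for *Ddit4*. It gave medians of 0.54 for the glutathione list, 0.60 for cell-cycle genes and 0.0505 for all genes. Without the upper bound, germ shares were 10.1% and 5.66%, SSC-like shares 8.67% and 23.1%, and Differentiating-like shares 40.4% and 19.8%. Ratios were 1.28 for *Gfra1*, -0.27 for *Zbtb16*, 0.088 for *Ddit4*, 0.27 for the glutathione list and -0.014 for all genes, and *Mirt1* and *RP23-143D12.2* reversed to 0.40 and 0.27. Both together kept 9267 Cnot3-cKO cells and gave germ shares of 16.1% and 6.03%, a control SSC-like share of 6.45% and a control Differentiating-like share of 31.7%. Ratios were then 0.88 for *Lhx1*, 1.21 for *Gfra1*, -0.47 for *Zbtb16*, -0.22 for *Ddit4*, 0.38 for the glutathione list, 0.50 for cell-cycle genes, 0.74 for *Mirt1* and 0.15 for *RP23-143D12.2*. With doublets also left out, germ shares were 14.8% and 5.50% and the Cnot3-cKO SSC-like share 60.6%. Ratios were 1.16 for *Gfra1*, -0.46 for *Zbtb16*, -0.17 for *Ddit4*, 0.49 for cell-cycle genes, -0.17 for *RP23-167L1.7* and 0.79 for *Mirt1*. By construction these settings admit the deep germ cells that the stated filters remove. Why those cells differ was not tested.

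Leaving out the germ clusters led by somatic markers gave a control germ share of 3.31% in the stated set, a *Ddit4* ratio of 1.83 and a median over all genes of -0.00010. With the wider filters it gave germ shares of 13.6% and 5.01%, and ratios of 1.18 for *Gfra1*, -0.44 for *Zbtb16*, -0.12 for *Ddit4*, 0.50 for cell-cycle genes, 0.82 for *Mirt1* and 0.027 for *RP23-143D12.2*. By construction it removes cells with somatic RNA. The cause of the change in *Ddit4* was not tested.

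Leaving out doublets alone gave SSC-like shares of 48.7% and 67.7%, and *RP23-167L1.7* reversed to -0.12. SSC-like shares were 51.0% and 69.0% at resolution 0.3, 47.8% and 60.3% after thinning, and 13.0% and 17.5% with library centring in the wider set, where the control Differentiating-like share was 28.0%. At resolution 1.0 that share was 39.0%. The SSC-like share of germ-like cells was higher in Cnot3-cKO under each setting that gave a value. Its size depends on how clusters divide, and the cause was not tested. Among all kept cells, SSC-like cells were 68 of 5615 and 34 of 6034 in the stated set, so fewer in Cnot3-cKO. They were also fewer with library centring in the wider set, at 173 of 8259 and 98 of 9267. Without centring they were more there, at 86 and 263.

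Taking as germ any cell with at least 2 UMIs of *Ddx4* and *Dazl* gave germ shares of 6.29% and 2.01%. The medians became 0.56 for the glutathione list, 0.036 for p53 targets and -0.043 for cell-cycle genes, with *Mki67* at -0.35 and *Cdk1* at -0.31. Single germ clusters were read only where a gene had at least 30 UMIs in the cluster. There, *Zbtb16* was 0.36 in SSC-like cluster 3 and -0.62 in Differentiating-like cluster 4, and *Ddit4* was 0.52 in unnamed cluster 2. *Id4* reversed to -0.046 and -0.31 in SSC-like clusters 1 and 3 and was 1.19 in cluster 2. In addition, *Stra8* reversed to 0.45 and 0.70 in clusters 0 and 3 and was -0.08 in cluster 1, and *Kit* reversed to 0.22 in cluster 4. *Etv5* was -0.57 in cluster 1, *Sox3* was -0.30, 0.74 and 0.61 in clusters 0, 2 and 4, and *Meioc* was -0.39 in cluster 2. The cause was not tested, and cluster 3 had 8 Cnot3-cKO cells.

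Subtracting free RNA moved the glutathione median to 1.25 and left too few counts of *Gstm2* for a value. The median over all genes was 0.041 as a mean over cells, 0.011 with at least 300 UMIs per gene, and 0.00 under median-of-ratios scaling, which sets it there. Depth limits these results: the stated set has 71 Cnot3-cKO germ-like cells with 1489696 UMIs, and genes such as *Neurog3*, with 2 UMIs there, have intervals several units wide.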

Other observations

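In this part, the tests of glutathione genes, *Gsta4* included, of the spread of shared genes over the genome, of DNA near *Ddx4*, of random gene orders, of the loss of *Cnot3* in germ cells and of p53 targets were chosen after the result was seen. The other tests were not.

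A run of neighbouring genes on chromosome 14 differed between the libraries in cells of every class examined, including somatic cells in which *Cnot3* was not targeted. It was found by scanning the log2 ratios of Sertoli-like and interstitial cells of the wider set along the genome, gene by gene. The strongest run held 13 tested genes from *Cnmd* to *Uchl3*, between 79637690 and 101696125. Its clear part began at *Diaph3*, at 86655367, since *Cnmd* went opposite ways in the 2 classes (1.18 and -0.53). *Sugt1*, just before it, was at 0.03 and -0.00, and *Lmo7*, just after it, at 0.20 and -0.05, though at 0.92 in germ-like cells. Inside, *Dis3* was at 0.69 in Sertoli-like, 0.64 in interstitial and 0.72 in germ-like cells, *Tdrd3* at 0.62, 0.63 and 0.83, *Pibf1* at 0.65, 0.80 and 0.49, and *Klf12* at 0.59, 0.65 and 0.38. Not every gene inside was raised: *RP24-190H19.2* was at -0.27, -0.16 and -0.40 in the same order, *Diaph3* at only 0.18 in interstitial cells and *Pcdh9* at 0.02 in germ-like cells. The median over the genes of the run was 0.60 in Sertoli-like cells, 0.50 in interstitial cells and 0.55 in germ-like cells. Its summed UMIs had a log2 ratio of 0.51 (0.49 to 0.54), 0.41 (0.38 to 0.44) and 0.55 (0.53 to 0.58). The log2 ratio of 3 copies over 2 is 0.58. No run as strong arose in 1000 random orders of the genes (0 of 1000), which argues against neighbours that move together by chance, although real neighbours can share regulation. An extra copy of this stretch in the Cnot3-cKO animals is a candidate explanation. In endothelial-like and immune cells, which were not used to find the run, the summed UMIs had a log2 ratio of 0.43 (0.30 to 0.57), and the median over 6 genes was 0.33. Loss of *Cnot3* in germ cells would leave these cells unchanged, so this value argues against it as the cause. The summed ratios of Sertoli-like, interstitial and endothelial-like and immune cells lie above 0 but below the full value. Without *Cnmd* they were 0.50 (0.48 to 0.53), 0.42 (0.40 to 0.45) and 0.42 (0.29 to 0.56), still below it, while the median over genes was 0.60 in Sertoli-like and 0.53 in interstitial cells, at or near it. Sums follow the most abundant genes, so these values do not decide between a full extra copy, a copy in part of the animals and neither, and the explanation stays open. A smaller copy number in part of the control animals predicts the same values and cannot be told apart from it here. Reads, which were not analysed here, would show either by their sequence variants.

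That run came from a wider search. Of 10822 genes with at least 100 UMIs in each of germ-like, Sertoli-like and interstitial cells, 9 had log2 ratios beyond 0.5 in the same direction in all of them, interval included. Of these, 3 were immediate early genes, which respond to handling: *Fos* (1.73, 0.73 and 2.39 in the order given), *Fosb* (1.67, 0.81 and 2.24) and *Nr4a1* (0.99, 0.62 and 1.44). The other 6 were *Clasrp* (-1.09, -1.07 and -1.01), *Fgfr1* (-1.47, -1.05 and -1.05), *Slc38a9* (0.91, 0.99 and 1.496), *Tdrd3*, *Dis3* and *Tbc1d4* (1.16, 0.60 and 0.85). The last 3 lie within 14.03 Mb of each other, as close as in 0.33% of 10000 random draws, which a stretch of genome that differs between the animals may explain. Free RNA gave a median of 16.4% of these genes' UMIs in germ-like cells, from 2.49% for *Dis3* to 82.2% for *Fosb*, so it stays open for some and is too small for others. *Slc38a9* starts 8276 bp from *Ddx4*, the gene whose sequence drives the Cre. If DNA around *Ddx4* differed broadly, its neighbours would differ too, but genes within 5 Mb of *Ddx4* had a median size of the log2 ratio at percentile 13.1 among windows around other genes, and those near *Cnot3* stood at percentile 56.1. A window around *Dis3*, measured the same way, stood at 99.9. This argues against broad differences at both loci. At *Cnot3* none would be due if the controls carried the same target sites, as the study describes for its neonatal controls, so that value tests little. The study calls the Cre a transgene and does not give its place in the genome, so it need not lie near *Ddx4*. A change that affects *Slc38a9* alone was not tested.

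Stem cell markers were higher in Cnot3-cKO germ-like cells of the wider set, with a median log2 ratio of 0.81. A larger part of SSC-like cells, with no change within clusters, may account for some of it. With germ clusters weighted as in control, the median was 0.48 (0.40 to 0.64) when clusters came from library-centred values and 0.07 (-0.09 to 0.18) when they did not. In the stated set, from an unweighted median of 0.28, the weighted medians were 0.16 (-0.11 to 0.43) and 0.10 (-0.14 to 0.40), not separated from 0. Because the uncentred clusters of the wider set divided partly by library, these results leave open how much lies within cells. Not every gene went this way. *Zbtb16*, which is not on that list, was lower in the wider set, at -0.47. In the SSC-like cluster of the uncentred clustering *Lhx1*, *Etv5*, *Gfra1* and *Id4* were lower, at -2.08, -0.97, -0.53 and -0.49, while in that of the centred one they were at 0.14, 0.12, 0.50 and 0.89. Whether stem cells were lost relative to other germ cells is left open.

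The glutathione genes fell into 2 kinds. Of those with more RNA in Sertoli-like than germ-like cells, RNA of Sertoli cells in germ barcodes would raise the level wherever more of it is present, and it was an estimated 1.18% of germ UMIs in control and 2.03% in Cnot3-cKO (2.37% and 3.10% in the wider set). With the Sertoli profile subtracted, their median log2 ratio was 2.16 in the stated set and -0.13 in the wider set. The stated value does not measure expression. There the subtraction took 118% and 114% of the *Gstm2* counts and 105% of the control *Mgst1* counts. *Gstm2* and *Gstm7* both came out at 2.25, a value set by the floor of 3 counts and the depths of the libraries. The signs of the 2 medians therefore cannot be compared. *Gstm1* and *Gstm6*, which kept counts in both libraries, were at 0.63 and 2.07 in the stated set and -0.13 and 0.82 in the wider set. Most of the counts of these genes, *Gsta4* excepted, were removed by the subtraction. Whether germ cells changed them thus cannot be told apart from carried-over RNA. *Gsta4* took only 7.70% and 9.47% of its germ counts from Sertoli RNA by this estimate (15.6% and 11.5% in the wider set), and its log2 ratio stayed at 0.34 and 0.81 in the 2 sets. Sertoli markers rose in germ-like cells of the wider set by 6.97% of what the rise of *Gsta4* would need, and by 17.5% in the stated set. At the low limit of that rise the figures are 7.87% and 70.9%. The wider set thus argues against Sertoli RNA as the whole cause for that gene, and the stated set alone would leave it open. *Gclc* and *Mt1* have less RNA in Sertoli-like cells. Their median stayed at 0.81 in the stated set and 0.84 in the wider set, which argues against Sertoli RNA as the cause for these 2 genes. A response of germ cells to the loss of *Cnot3* remains one open explanation for them.

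*Cdkn1a* and other p53 targets were higher in Cnot3-cKO germ-like cells. If handling of the cells were the cause, Sertoli-like cells would show it by a like amount. Gene by gene, the log2 ratio in germ-like cells of the wider set minus that in Sertoli-like cells had a median of 0.28 (0.18 to 0.72) over the 11 targets of the fixed list with a ratio in both, and 9 of them were above 0. The stated set gave 0.39 (0.092 to 0.80) and 10 of 11. This argues against handling that acts alike on all cells. *Cdkn1a* itself was at -1.34 in Sertoli-like and 0.94 in interstitial cells of the wider set. A p53 response in germ cells without *Cnot3* is consistent with the value of 0.28, but with 1 library per genotype it stays a hypothesis.

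The libraries differed in where red blood cell RNA lay. Among barcodes of at least 500 UMIs below the cell call, *Hbb-bs* was at 0.333 CPM in control and 1026 in Cnot3-cKO, and empty barcodes held 12.3 and 45.6. In the stated set it was at 0.238 and 189 in Sertoli-like cells, but at 81.4 and 0.749 in interstitial cells. No biological explanation was tested.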
